# Establishment of Trophoblast Stem Cells under Defined Culture Conditions in Mice

**DOI:** 10.1371/journal.pone.0107308

**Published:** 2014-09-09

**Authors:** Yasuhide Ohinata, Tomoyuki Tsukiyama

## Abstract

The inner cell mass (ICM) and trophoblast cell lineages duet early embryonic development in mammals. After implantation, the ICM forms the embryo proper as well as some extraembryonic tissues, whereas the trophoectoderm (TE) exclusively forms the fetal portion of the placenta and the trophoblast giant cells. Although embryonic stem (ES) cells can be derived from ICM in cultures of mouse blastocysts in the presence of LIF and/or combinations of small-molecule chemical compounds, and the undifferentiated pluripotent state can be stably maintained without use of serum and feeder cells, defined culture conditions for derivation and maintenance of undifferentiated trophoblast stem (TS) cells have not been established. Here, we report that addition of FGF2, activin A, XAV939, and Y27632 are necessary and sufficient for derivation of TS cells from both of E3.5 blastocysts and E6.5 early postimplantation extraembryonic ectoderm. Moreover, the undifferentiated TS cell state can be stably maintained in chemically defined culture conditions. Cells derived in this manner expressed TS cell marker genes, including *Eomes*, *Elf5*, *Cdx2, Klf5, Cdh1, Esrrb, Sox2*, and *Tcfap2c*; differentiated into all trophoblast subtypes (trophoblast giant cells, spongiotrophoblast, and labyrinthine trophoblast) *in vitro*; and exclusively contributed to trophoblast lineages in chimeric animals. This delineation of minimal requirements for derivation and self-renewal provides a defined platform for precise description and dissection of the molecular state of TS cells.

## Introduction

The placenta plays essential roles in mammalian embryonic development. This vital organ serves as a point of contact between the fetal and maternal circulation, allowing transfer of nutrients and oxygen to the fetus and metabolic waste back to the mother. In addition to its role as an interface between the developing embryo and its mother, the placenta also produces hormones that play a variety of roles during pregnancy and provides the fetus with immune protection. The primary components of the placenta are derived from the trophoblast lineage, a single layer of cells within the blastocyst that surrounds the inner cell mass (ICM), from which the embryo is ultimately derived [1]. Over the past decades, ICM-derived embryonic stem (ES) cells and trophoectoderm (TE)-derived trophoblast stem (TS) cells have substantially advanced our understanding of the molecular mechanisms of early embryonic and placental development. ES cells were first manipulated and characterized in the early 1980s [2], [3]. The conditions for derivation and culture of ES cells in the laboratory, based on a large body of experimental work, include a wide variety of components, including non-dividing “feeder cells” that provide growth factors and extracellular matrix support; conditioned media from other cell types, which also provide soluble factors; serum; and individual empirically determined factors such as growth factors, cytokines, and hormones [2]–[7]. Currently, as a result of extensive trial and error, undifferentiated pluripotent stem cells can efficiently be derived and maintained under chemically defined culture conditions in the presence of leukemia inhibitory factor (LIF) and/or small-molecule chemical compounds (i.e., PD0325901, PD184352, PD173074, SU5402, CHIR99021, etc.) [8], [9]. On the other hand, since TS cells were first described [10], they have been derived and maintained using various combinations of primary mouse embryonic fibroblast (MEF) cells, conditioned media, fetal bovine serum (FBS), fibroblast growth factor 4 (FGF4), and heparin. Recently, Kubaczka et al. reported derivation and maintenance of TS cells using a chemically defined medium containing FGF4, heparin, and TGFβ1 on Matrigel [11]. Here we report that fibroblast growth factor 2 (FGF2), activin A, and the small molecules XAV939 and Y27632 in chemically defined medium (CDM/FAXY) on fibronectin are sufficient for derivation and maintenance of TS cells from both E3.5 TE and E6.5 early-postimplantation extraembryonic ectoderm (ExE). XAV939 is a canonical Wnt signaling inhibitor, which stimulates β-catenin degradation by stabilizing axin via inhibition of poly-ADP-ribosylating enzymes tankyrase 1 and tankyrase 2 [12], and Y27632 is an inhibitor of the Rho-associated protein kinase p160ROCK [13]. The TS cells that grew under these conditions satisfied all the criteria for undifferentiated TS cells: self-renewal capacity, marker gene expression, differentiation competence *in vitro*, and ability to contribute to the placenta in chimeric mice.

## Results

### Establishment and self-renewal of TS cells in chemically defined conditions

To observe the responses of blastocysts to activation of major signaling pathway (e.g., BMP, activin, TGFβ, FGF, WNT, etc.), we initially cultured mouse blastocysts in chemically defined medium (CDM) containing various combinations of BMP4, BMP7, LDN-193189, Dorsomorphin, activin A, TGFβ1, GDF3, SB431542, A-83-01, LIF, FGF2, FGF4, PD0325901, PD184352, PD173074, SU5402, WNT3, CHIR99021, XAV939, GF109203X, and Y27632. The results showed that the combination of FGF2, activin A, XAV939, and Y27632 in CDM gave rise to rapid TE proliferation from E3.5 blastocysts. To this end, we cultured CD1 × B6 F_1_ GOF18 blastocysts harboring the *Oct3/4-EGFP* reporter (Fig. 1a) [14] in CDM containing LIF, PD0325901 (a MEK inhibitor), and CHIR99021 (a GSK3 inhibitor) (CDM/L2i, the ES cell culture condition) or CDM containing FAXY (12.5 ng/ml FGF2, 20 ng/ml activin A, 10 nM XAV939, 5 nM Y27632) (CDM/FAXY, the TS cell culture condition). After 5 days, inner cell masses (ICM) grown in CDM/L2i gave rise to *Oct3/4-EGFP*–positive outgrowths (Fig. 1b, left). By contrast, the outer layer of blastocysts (trophoectoderm, TE), grown in CDM/FAXY formed *Oct3/4-EGFP*–negative outgrowths (Fig 1b, right). These primary TE explants could be propagated by single-cell dissociation according to the protocol used to passage mouse ESCs at 2–3-day intervals. Passaged cells initially formed compact and domed colonies, and then gradually changed shape to assume the characteristic morphology of TS cells (Fig. 1c). Next, we collected morulas and blastocysts (CD1 × B6 F_1_, CD1 × CD1, or 129 × B6 F_1_) and cultured them in CDM containing various combinations of FGF2, FGF4, activin A, XAV939, and Y27632. In all genetic backgrounds, TS cell lines could only be efficiently derived in CDM containing FAXY (Table. 1). In CD1 × B6 F_1_ background, TS-like cells could also be derived in CDM containing FAY (Table. 1), but these cells exhibited a rather differentiated cellular morphology and a slower proliferation rate (data not shown). Unexpectedly, in the 129×B6 F_1_ background, blastocysts grown in CDM containing 50 ng/ml FGF4, 20 ng/ml activin A, 10 nM XAV939, and 5 nM Y27632 did not gave rise to any TS cell lines (Table. 1). Often, epiblast stem cell (EpiSC) [15], [16]-like non-TS cells appeared in early passages of explants (Table. 1). These cells initially coexisted with TS cells, but because they proliferated more rapidly, they ultimately predominated over the TS cells (data not shown). As a control, we also established conventional TS cells from a pre-implantation (E3.5) 129×B6 F_1_ blastocyst. Furthermore, we were able to derive TS cell lines from extraembryonic ectoderm (ExE) dissected from a post-gastrulation (E6.5) 129×B6 F_1_ embryo cultured in CDM/FAXY (Fig. 1d, Table. 1).

**Figure 1:**
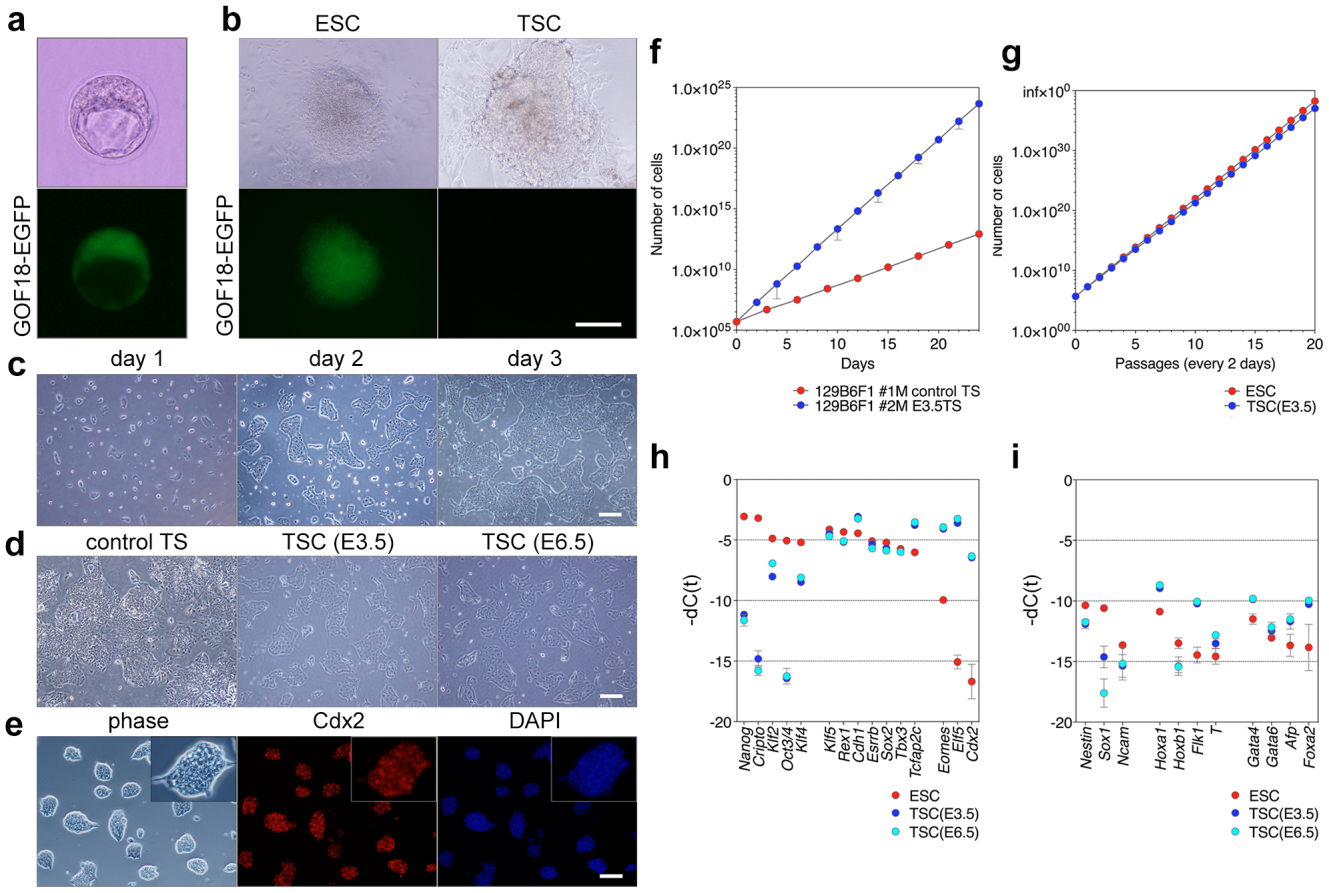
Derivation of TS cells in CDM/FAXY. (a) E3.5 blastocyst with the GOF18-EGFP (*Oct3/4*-EGFP) reporter transgene. Scale bar, 50 µm. (b) Outgrowths arising at day 5 in CDM/LIF/2i (left) and CDM/FAXY (FGF2, 12.5 ng/ml) (right) on fibronectin. Scale bar, 100 µm. (c) Morphology of TS cell colonies at day 1 (left), day 2 (center), and day 3 (right) after passage. Scale bar, 100 µm. (d) Derived TS cells from E3.5 blastocyst (center) and E6.5 ExE (right). Conventional TS cells from an E3.5 blastocyst (left) are shown as a control. Scale bar, 100 µm. (e) Immunofluorescence staining of TS cells on a fibronectin-coated plastic-bottom dish. Scale bar, 100 µm. (f) Proliferation of conventional TS cells (red) and E3.5 blastocyst–derived TS cells in CDM/FAXY (blue). (g) Proliferation of ES cells in CDM/LIF/2i (red) and E3.5 blastocyst–derived TS cells in CDM/FAXY (blue). (h) Comparison of expression levels of ES cell–specific genes, commonly expressed genes, and TS cell–specific genes among ES cells (red), E3.5 blastocyst–derived TS cells (blue), and E6.5 ExE–derived TS cells (cyan). (i) Comparison of expression levels of ectodermal genes, mesodermal genes, and endodermal genes among ES cells (red), E3.5 blastocyst–derived TS cells (blue), and E6.5 ExE–derived TS cells (cyan).

**Table 1:** Establishment of TS cell lines in various conditions.

Number of embryos			Stage	Growth factors added to CDM				Lines derived		Rate (%)
CD1 × B6	CD1 × CD1	129 × B6		FGF2	Activin A	XAV939	Y27632	TS	Non-TS	
32			Blastocyst	+	+	+	+	18	10^a^	56
	12		Blastocyst	+	+	+	+	5	3^a^	42
		5	Blastocyst	+	+	+	+	5	0	100
16			Blastocyst		+	+	+	0	0	0
	12		Blastocyst		+	+	+	0	0	0
16			Blastocyst	+		+	+	0	0	0
	12		Blastocyst	+		+	+	0	0	0
16			Blastocyst	+	+		+	11^b^	5^a^	69
	12		Blastocyst	+	+		+	0	2^a^	0
16			Blastocyst	+	+	+		0	0	0
	12		Blastocyst	+	+	+		0	1	0
8			Blastocyst	+	+			0	1	0
	8		Blastocyst	+	+			0	0	0
8			Blastocyst		+	+		0	0	0
	8		Blastocyst		+	+		0	0	0
8			Blastocyst			+	+	0	0	0
	8		Blastocyst			+	+	0	0	0
8			Blastocyst	+			+	0	0	0
	8		Blastocyst	+			+	0	1	0
8			Blastocyst	+		+		0	0	0
	8		Blastocyst	+		+		0	0	0
8			Blastocyst		+		+	0	1	0
	8		Blastocyst		+		+	0	1	0
8			Blastocyst	+				0	0	0
	8		Blastocyst	+				0	0	0
8			Blastocyst		+			0	0	0
	8		Blastocyst		+			0	0	0
8			Blastocyst			+		0	0	0
	8		Blastocyst			+		0	0	0
8			Blastocyst				+	0	0	0
	8		Blastocyst				+	0	0	0
2			Morula	+	+	+	+	2	0	100
		6	E6.5 ExE	+	+	+	+	3	3^a^	50
16			Blastocyst	FGF4	+	+	+	0	1	0
10			Blastocyst	LIF + PD0325901 + CHIR99021				0	10^c^	0

a , EpiSC-like;

b , partially differentiated TSCs;

c , ESCs.

### Molecular properties of TS cells

Immunofluorescence staining of TS cells (129×B6 F_1_) after 22 passages revealed nuclear localization of caudal-type homeobox protein 2 (Cdx2), a trophoblast stem cell marker, in almost all cells (Fig. 1e). To compare the proliferation rates of the new and conventional TS cells, we seeded 2×10^5^ cells at each passage (i.e., at 2-day and 3-day intervals, respectively). The doubling time of new TS cells (approximately 9.2 hours) was remarkably shorter than that of conventional TS cells (approximately 24.1 hours) (Fig. 1f). Next, to compare the proliferation rates of the new TS and ES cells, we seeded 2×10^5^ cells at each passage (i.e., at 2-day intervals). The doubling time of the ES cells (approximately 8.9 hours) was slightly shorter than that of TS cells (Fig. 1g). The TS cells could be maintained for at least 30 passages (data not shown). To analyze the molecular state, we characterized and compared gene expression in TS and ES cells by quantitative PCR (qPCR). TS cells barely expressed ES cell–specific marker genes, including *Nanog*, *Cripro*, *Klf2*, *Oct3/4*, and *Klf4* (Fig. 1h). Conversely, they did express high levels of TS-cell marker genes, including eomesodermin (*Eomes*), E74-like factor 5 (*Elf5*), and *Cdx2*, whereas these genes were barely expressed in ES cells (Fig. 1h). Relative to ES cells, TS cells expressed higher levels of E-cadherin (*Cdh1*) and transcription factor activating enhancer-binding protein 2 gamma (*Tcfap2c*), and similar levels of Kruppel-like factor 5 (*Klf5*), retinoic acid–regulated zinc-finger gene (*Rex1*) [17], estrogen-related receptor beta (*Essrb*), SRY-related HMG-box 2 (*Sox2*), and T-box transcription factor 3 (*Tbx3*) (Fig. 1h). E3.5 blastocyst–derived TS cells and E6.5 ExE–derived TS cells exhibited remarkably similar expression patterns of these genes (Fig. 1i). Both TS and ES cells barely expressed ectodermal markers (*Nestin*, *Sox1*, *Ncam*), mesodermal markers (*Hoxa1*, *Hoxb1*, *Flk1*, *T*), and endodermal markers (*Gata4*, *Gata6*, *Afp*, *Foxa2*) (Fig. 1i).

To assess the optimal concentration of FGF2 for maintaining TS cells in their undifferentiated state, we cultured E3.5 blastocyst–derived TS cells (129×B6 F_1_ background) in CDM/FAXY containing 12.5, 25, or 50 ng/ml FGF2. The concentration of FGF2 did not influence expression levels of TS cell marker genes (*Cdx2*, *Eomes*, *Sox2*, *Esrrb*, *Klf5*, *Elf5*, and *Tcfap2c*), but FGF2 did suppress expression of differentiated trophoblast lineage markers for trophoblast giant cells (placental lactogen 1 [*PL-1*] and *Homo sapiens* heart and neural crest derivatives expressed 1 [*Hand1*]), spongiotrophoblast cells (mammalian achaete-scute homologous protein 2 [*Mash2*] and trophoblast specific protein alpha [*Tpbp/4311*]), and labyrinthine trophoblasts (extraembryonic spermatogenesis homeobox 1 [*Esx1*], glial cells missing homolog 1 [*Gcm1*], and distal-less homeobox 3 [*Dlx3*]) in a dose-dependent manner (Fig. 2a).

**Figure 2:**
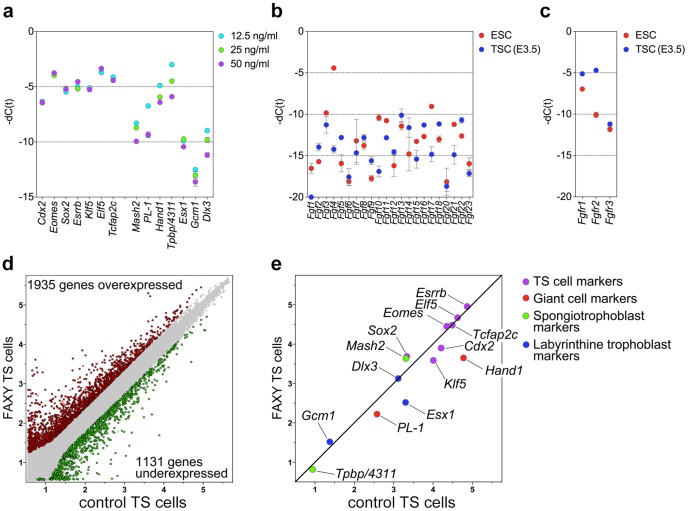
Gene-expression analyses of TS cells. (a) Dose-dependent effect of FGF2 on expression levels of TS cell marker genes and differentiated trophoblast lineage marker genes at 12.5 ng/ml (cyan), 25 ng/ml (green), and 50 ng/ml (magenta). (b) Comparison of expression levels of FGF ligand family genes between ES cells (red) and E3.5 blastocyst–derived TS cells (blue). (c) Comparison of expression levels of FGF receptor genes between ES cells (red) and E3.5 blastocyst–derived TS cells (blue). (d) Comparison of global gene expression analysis between conventional and new TS cells. (e) Highlighted expression levels of trophoblast stem-cell marker genes and differentiated trophoblast-subtype marker genes.

We then analyzed and compared expression levels of FGF ligands in TS and ES cells. The FGF family consists of at least 23 members in vertebrates [18]. Only FGF4 was expressed at high levels in ES cells (Fig. 2b). We also analyzed expression levels of FGF receptor genes in TS and ES cells. TS cells expressed *Fgfr1* and *Fgfr2*, which is strongly expressed in diploid trophoblast [19], at high levels and *Fgfr3* at low levels (Fig. 2c). ES cells expressed only *Fgfr1* at high levels.

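According to the paper, conventional TS cells were grown with serum, FGF4 and heparin in medium conditioned by MEFs. New TS cells were grown on fibronectin in CDM/FAXY, a serum-free medium with FGF2, activin A (20 ng/ml), the Wnt signaling inhibitor XAV939 (10 nM) and the ROCK inhibitor Y27632. Total RNA (200 ng per sample) of 2 samples of each kind was amplified, labeled with 1 dye and hybridized to Agilent mouse whole-genome arrays. The methods give FGF2 at 12.5 to 50 ng/ml. Which of these doses the new TS samples received, and whether they came from E3.5 blastocysts or E6.5 ExE, is not given in the sources used here. The labels give the same strain background and male sex for all 4 arrays. The sex-linked genes given below do not match the male label of the conventional TS arrays. Each group holds 1 kind of line, so that line and culture medium cannot be told apart. All 4 arrays lay on 1 slide that was scanned once. The conventional TS samples were at positions 1 and 2 and the new TS samples at positions 3 and 4, so that position and group cannot be told apart. Nothing says that the samples of a group were separate cultures, and p-values therefore measure only the spread between these samples, which may be technical. Each array holds 43020 spots that are not controls. Of these, 24439 and 23460 were well above background on the 2 conventional TS arrays and 24773 and 26142 on the 2 new TS arrays, and 0 were saturated on any array. The deposited processed signal is the spot intensity after the background correction of the scanner software. It was taken to log2 and scaled by subtracting the 75th percentile of each array, so that a level of 0 is the 75th percentile. Spots of one probe were averaged, and a gene was represented by its brightest probe. The 22483 probes well above background on both arrays of at least 1 group were tested with limma, with Benjamini-Hochberg adjustment over all of them. A gene that was not well above background on either array of 1 group has only a bound there. Its fold is written as at least the ratio of the mean of the brighter group to the lowest signal well above background, or to its own signal where that was higher. Pearson's correlation was taken across the 20438 probes well above background on all 4 arrays, which are not independent replicates. It was 0.998 between the conventional TS arrays, 0.999 between the new TS arrays, and 0.976 to 0.978 between arrays of different groups. The number of arrays limits the precision of each value.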

Next, we used microarray analysis to compare global gene expression between the new and conventional TS cells. 

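Among the genes well above background on all 4 arrays, the largest rises in new TS cells included the imprinted noncoding RNA H19, the placental prolactin Prl2a1 and the placental cathepsins Ctsr and Ctsj. The probe of H19 lies on chromosome 7 of mm9 from 149761492 to 149761551. Its level went from 1.92 ± 0.06 (SD, n = 2) in conventional TS cells to 7.12 ± 0.003 (SD, n = 2) in new TS cells. This is a log2 fold change of 5.21 (SE 0.05, adjusted p = 0.000473 from limma). Prl2a1, Ctsr and Ctsj all lie on chromosome 13, and their log2 fold changes were 5.81, 4.96 and 3.85. Zfp260, which encodes a zinc finger protein, rose by 5.91 on the log2 scale, Ubc, a polyubiquitin gene, by 4.78, and the imprinted noncoding RNA Meg3 by 4.51. Of these rising genes, only Meg3 had another tested probe. The largest falls included Fbp2, the muscle form of fructose-bisphosphatase, the homeobox gene Irx1 and the annexin gene Anxa8. Fbp2 went from a level of 0.38 ± 0.004 (SD, n = 2) to -5.44 ± 0.21 (SD, n = 2), a log2 fold change of -5.82 (SE 0.11, adjusted p = 0.000512 from limma). The log2 fold change was -5.05 for Irx1 and -5.02 for Anxa8. A dimmer probe of Anxa8 had -2.99 (adjusted p = 0.000473 from limma). Ripk3, a kinase of necroptosis, and Fasl, a ligand of a death receptor, had log2 fold changes of -3.77 and -3.65. Another 499 genes were well above background in new TS cells and not in conventional TS cells on either array, and 117 genes the other way round. These counts are of detection and not of tested differences. The lowest level well above background was -5.59 and -5.27 on the conventional TS arrays. On the new TS arrays it was lower, -5.79 and -6.09. In all, 2898 of the 22483 probes tested differed by at least 2-fold, and 2742 of them also had an adjusted p under 0.05 in limma. Counted as genes with 1 probe each, 1909 of 14196 differed by at least 2-fold. At any size of difference, 12725 probes passed the test, and fewer passed when any 1 of the 4 arrays, of either group, was left out. The count of 2-fold probes was 1541 with normexp background correction, 5133 with no filter on dim probes and 1917 when only probes well above background on all 4 arrays were kept.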

In total, 3066 genes were differentially expressed by at least 2-fold. 

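Genes of lipid synthesis and of the response to oxidative stress were higher in new TS cells. Of 24 measured genes of cholesterol synthesis, 23 rose, none fell and 1 did not pass the test (adjusted over the list alone, 23 rose and 1 fell). Lss, lanosterol synthase, had a log2 fold change of 1.97 (SE 0.09, adjusted p = 0.00106 from limma). Fdps, Fdft1 and Hmgcs1, enzymes of the steps before it, had log2 fold changes of 1.55, 1.53 and 1.50. Of 13 measured genes of fatty acid synthesis, 11 rose, none fell and 2 did not pass (11 rose when adjusted over the list alone). The desaturases Fads2, Fads1 and Scd2 had log2 fold changes of 2.00, 1.65 and 1.59. All 11 measured oxidative stress and metallothionein genes rose (11 when adjusted over the list alone). Among them, the glutathione peroxidase gene Gpx2 had a log2 fold change of 2.07, the sulfiredoxin gene Srxn1 1.86, and the metallothionein genes Mt1 and Mt2 1.57 and 1.43. These 3 lists were tested against all other genes with camera in limma at a preset correlation of 0.01, with adjusted p = 1.49e-08, 3.63e-05 and 4.16e-06. Each of them had adjusted p = 0.429 with an estimated correlation. That correlation was estimated from only 2 arrays per group, and the power of this setting was not tested. Of 17 inhibitors of cyclin-dependent kinases and p53 target genes, 12 rose, 1 fell and 4 did not pass (12 rose and 1 fell when adjusted over the list alone). Cdkn2b had a log2 fold change of 1.31, Sesn1 0.62 and Trp53inp1 0.49, and Cdkn2c was at least 1.80-fold higher. The 1 fall was Mdm2 (-0.33, adjusted p = 0.00836 from limma). The 4 that did not pass were Cdkn1a (0.09), Ccng1 (-0.17), Btg2 (-0.11) and Phlda3 (-0.03). This list had adjusted p = 0.0126 in camera and adjusted p = 0.429 with an estimated correlation. Only 7 of its genes rose when conventional TS 2, new TS 1 or new TS 2 was left out. The sex-linked genes differed beside all of these groups. Xist, the noncoding RNA expressed from an inactive X chromosome, was well above background on both conventional TS arrays and on neither new TS array. It was at least 42.1-fold lower in new TS cells. The Y-linked genes Ddx3y and Eif2s3y were well above background on both new TS arrays and on neither conventional TS array, and were at least 53.5-fold and 85.1-fold higher in new TS cells. The Y-linked list, with 2 genes measured and both higher (2 higher when adjusted over the list alone), had adjusted p = 0.0321 in camera and adjusted p = 0.429 with an estimated correlation. Of the probes that differed by at least 2-fold, 1544 (53.3%) were higher in new TS cells and 1354 were lower. Without scaling between arrays, which moved the median of all tested probes by 0.16 on the log2 scale, 1969 (65.7%) were higher and 1028 were lower.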

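Most measured genes of mesenchymal transition and most measured targets of serum response factor (SRF) and YAP were lower in new TS cells. So were most FGF-ERK target genes and most genes of hypoxia and glycolysis. Of 11 measured mesenchymal transition genes, 10 fell and 1 did not pass (10 fell when adjusted over the list alone). Zeb1, a repressor of epithelial genes, had a log2 fold change of -2.66, the metalloproteinase gene Mmp9 -2.46 and the intermediate filament gene Vim -2.38. The list had adjusted p = 0.00041 in camera and adjusted p = 0.429 with an estimated correlation. Of 14 measured fibroblast genes, 9 also fell, among them Thy1 with -2.40 and Col6a1 with -1.80. The 3 that rose were Pdgfra (0.97), Col5a1 (0.71) and Col3a1, which was well above background on both new TS arrays alone. The fibroblast list did not pass (adjusted p = 0.124 in camera, 9 fell and 3 rose when adjusted over the list alone). Of 20 measured SRF and YAP target genes, 16 fell and 4 did not pass (16 fell when adjusted over the list alone). Ccn1 had a log2 fold change of -1.99, Ankrd1 was at least 4.05-fold lower and the smooth muscle actin gene Actg2 at least 3.82-fold lower. This list had adjusted p = 0.00124 in camera and adjusted p = 0.429 with an estimated correlation. Of its genes, 10 fell when conventional TS 2, new TS 1 or new TS 2 was left out, and 8 fell and 1 rose without scaling between arrays. Of 18 FGF-ERK target genes, 11 fell, 3 rose and 4 did not pass (12 fell and 3 rose when adjusted over the list alone). The cyclin gene Ccnd1 had a log2 fold change of -2.55, Fos -2.24, the ERK phosphatase gene Dusp4 -2.01 and the feedback inhibitor gene Spry1 1.40. The 4 that did not pass were Dusp6 (-0.19, adjusted p = 0.0595 from limma), Etv5 (-0.18, 0.108), Dusp5 (0.12, 0.442) and Spred1 (-0.03, 0.756). Of 18 hypoxia and glycolysis genes, 11 fell, 3 rose and 4 did not pass (12 fell and 3 rose when adjusted over the list alone). Adm, the gene of adrenomedullin, had a log2 fold change of -1.79, the glucose transporter gene Slc2a3 -1.26 and the kinase gene Pdk1 1.29. Both lists had adjusted p = 0.047 in camera from limma, and with an estimated correlation the FGF-ERK list had adjusted p = 0.441 and the hypoxia list adjusted p = 0.429. The calls of both lists ended without conventional TS 1 (adjusted p = 0.0568 for FGF-ERK and 0.0735 for hypoxia in limma) and without conventional TS 2 (adjusted p = 0.0757 and 0.072). They also ended with normexp background correction and with other filters on dim probes, and over the 12 alternatives of signals, filters and samples, with camera at the preset correlation, both lists ranged from 0.0102 to 0.0816. The difference in Xist and the Y-linked genes ran along with these falls as with the rises.

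**Figure D1:**
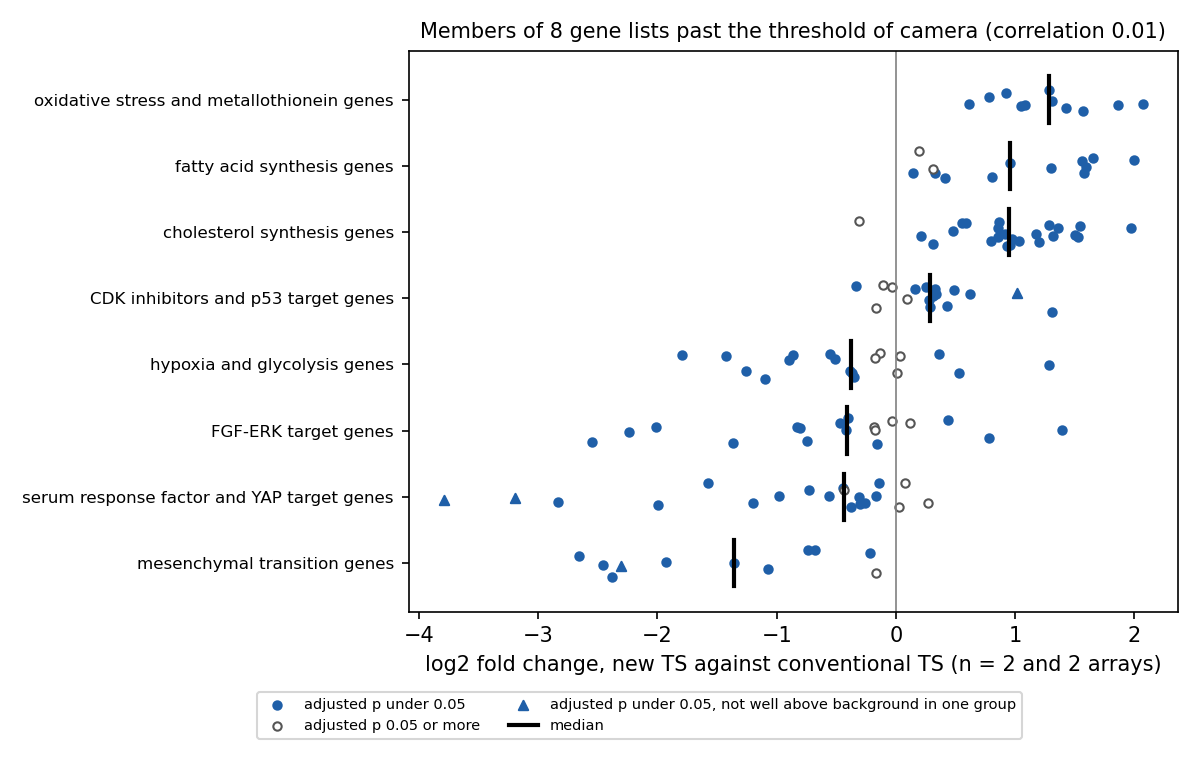
Log2 fold change of new TS against conventional TS cells (x axis, n = 2 arrays each) for the 132 measured members of 8 gene lists (rows). Filled marks have an adjusted p under 0.05 in limma, open marks do not, black bars are medians, and the 4 triangles are genes not well above background in one group, drawn at their fitted value, which is no bound. All oxidative stress and metallothionein genes lie to the right of 0, and all mesenchymal transition genes lie to the left of it.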

Among those 3066 genes, 1935 were overexpressed in the new TS cells, and 1131 genes were underexpressed (Fig. 2d, Table. S1). Both the new and conventional TS cells exhibited similar expression levels of trophoblast stem cell marker genes (*Cdx2*, *Eomes*, *Sox2*, *Esrrb*, *Klf5*, *Elf5*, and *Tcfap2c*) (Fig. 2e). 

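Of these 7 genes, named by the paper, Eomes, Esrrb, Elf5 and Tfap2c had 95% confidence intervals of the log2 fold change within 2-fold by their brightest probe. A dimmer probe of Esrrb had 0.90 (95% interval 0.63 to 1.17, adjusted p = 0.00498 from limma), which includes 2-fold. One of Eomes had 0.47 (95% interval 0.24 to 0.70, adjusted p = 0.0145 from limma). Cdx2 and Klf5 were about 2-fold lower in new TS cells and Sox2 was about 2-fold higher. Cdx2, which encodes a homeobox transcription factor required for trophectoderm, has its probe on chromosome 5 of mm9 from 148112547 to 148112606. Its level was 3.49 ± 0.08 (SD, n = 2) in conventional TS cells and 2.32 ± 0.02 (SD, n = 2) in new TS cells, a log2 fold change of -1.18 (95% interval -1.34 to -1.01, adjusted p = 0.00121 from limma). Klf5, a Kruppel-like transcription factor on chromosome 14, went from 2.57 ± 0.03 (SD, n = 2) to 1.51 ± 0.003 (SD, n = 2), a log2 fold change of -1.06 (95% interval -1.17 to -0.95, adjusted p = 0.000768 from limma). Sox2 has its probe on chromosome 3 from 34550773 to 34550832 and went from 0.60 ± 0.07 (SD, n = 2) to 1.61 ± 0.04 (SD, n = 2), a log2 fold change of 1.00 (95% interval 0.84 to 1.17, adjusted p = 0.00146 from limma). Eomes, a T-box factor of the trophoblast, differed by 0.19 (adjusted p = 0.0196 from limma) and Tfap2c by -0.18 (adjusted p = 0.0391). The calls of both genes ended when any 1 of the 4 arrays was left out, with an adjusted p of 0.0848 to 0.101 for Eomes and 0.0928 to 0.158 for Tfap2c in limma. Both calls also ended with the replicate number as a block (adjusted p = 0.0756 for Eomes and 0.11 for Tfap2c in limma). The Tfap2c call ended as well with quantile normalization (adjusted p = 0.0876) and without scaling between arrays (adjusted p = 0.892). Elf5 and Esrrb differed by 0.03 (adjusted p = 0.571) and 0.13 (adjusted p = 0.0627). As a list, 2 of the 7 genes rose, 3 fell and 2 did not pass (3 rose and 3 fell when adjusted over the list alone), with adjusted p = 0.995 in camera. The median of the list (0.03) and its mean (-0.15) differed in sign. Of 18 other trophoblast progenitor genes, 12 fell, 3 rose and 3 did not pass (12 fell and 3 rose when adjusted over the list alone), and the list had a median log2 fold change of -0.51 and adjusted p = 0.0588 in camera, which was 0.0475 without new TS 1 and 0.00704 without scaling between arrays. Among them, Satb1, a chromatin organizer, had a log2 fold change of -2.90, Zfp42 (Rex1) -1.04, Rhox9 -0.91 and Sox21 0.89. In its discussion, the paper states that marker gene expression is among the criteria for undifferentiated TS cells and that the new TS cells meet them.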

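The bHLH factor gene Hand1, which promotes the formation of trophoblast giant cells, was 14.9-fold lower in new TS cells. The homeobox gene Esx1 of the labyrinth was 6.77-fold lower. Prl3d1, the gene of PL-1, a placental lactogen of giant cells, was 2.51-fold lower. Hand1 has its probe on chromosome 11 of mm9 from 57642342 to 57642401, and its level went from 5.38 ± 0.05 (SD, n = 2) in conventional TS cells to 1.48 ± 0.003 (SD, n = 2), a log2 fold change of -3.90 (SE 0.05, adjusted p = 0.000473 from limma). Esx1, with its probe on the X chromosome from 133649965 to 133650024, went from 0.49 ± 0.05 (SD, n = 2) to -2.27 ± 0.03 (SD, n = 2), a log2 fold change of -2.76 (SE 0.05, adjusted p = 0.000473 from limma). Prl3d1, with its probe on chromosome 13 from 27192036 to 27192095, went from -1.92 ± 0.29 (SD, n = 2) to -3.25 ± 0.08 (SD, n = 2), a log2 fold change of -1.33 (SE 0.16, adjusted p = 0.0073 from limma). The Prl3d1 call ended without new TS 1 (adjusted p = 0.0581) or without new TS 2 (adjusted p = 0.0567). Over the alternatives run for single genes it ranged from 0.000204 to 0.0581. Of 9 measured giant cell genes, 4 fell, 4 rose and 1 did not pass (4 and 4 when adjusted over the list alone, adjusted p = 0.896 in camera). Besides Hand1 and Prl3d1, the placental lactogen gene Prl3d2 fell by 1.79 on the log2 scale, whereas Prl3b1, the gene of placental lactogen 2, rose by 2.35 and the cathepsin gene Ctsq was at least 4.77-fold higher. Of 14 measured labyrinth and syncytiotrophoblast genes, 7 fell, 2 rose and 5 did not pass (8 fell and 2 rose when adjusted over the list alone, adjusted p = 0.135 in camera), and 1 rose without new TS 1 or new TS 2. The lactate transporter gene Slc16a3 had a log2 fold change of -2.43, and Dlx3 had -0.11 (adjusted p = 0.268). The probes of Gcm1 disagreed. The brightest, annotated on chromosome 7, had a log2 fold change of -1.11, another on chromosome 7 had -1.37 (adjusted p = 0.00151), and a dimmer probe on chromosome 5 had 0.55 (adjusted p = 0.0287). A probe on chromosome 9 was not well above background on either conventional TS array, so it gives no direction. Which of them measures Gcm1 is not known here, and the 7 falls of the labyrinth list include its brightest probe. Of 10 measured spongiotrophoblast and glycogen cell genes, 6 rose, 2 fell and 2 did not pass (6 and 2 when adjusted over the list alone, adjusted p = 0.148 in camera). Of them, 3 rose without new TS 1, and 1 fell without conventional TS 1, new TS 1 or new TS 2 and without scaling. Ascl2 (Mash2), a factor of spongiotrophoblast precursors, rose by 0.92, a call that ended without new TS 1 (adjusted p = 0.0587), and Tpbpa was not well above background on any array.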

Relative to conventional cells, the new TS cells expressed lower levels of *Hand1* and *PL-1* (giant cell marker genes) and *Esx1* (a labyrinthine trophoblast marker gene) (Fig. 2e).

### Requirement for FGF2, Activin A, and XAV939

In order to determine which factors are required to maintain the tight stem cell–like colony morphology of the TS cells, we observed the morphological changes in TS cells resulting from removal of FGF2, activin A, or XAV939. For five passages prior to these experiments, the undifferentiated state of TS cells was maintained in CDM-FAXY (50 ng/ml FGF2). The removal of FGF2 or Activin A dramatically reduced the proliferation rate and induced differentiation, mainly into flat epithelial cells (Fig. 3a). The removal of XAV939 resulted in the consistent appearance of differentiated cells at the edges of colonies (Fig. 2a, Fig. S1).

**Figure 3:**
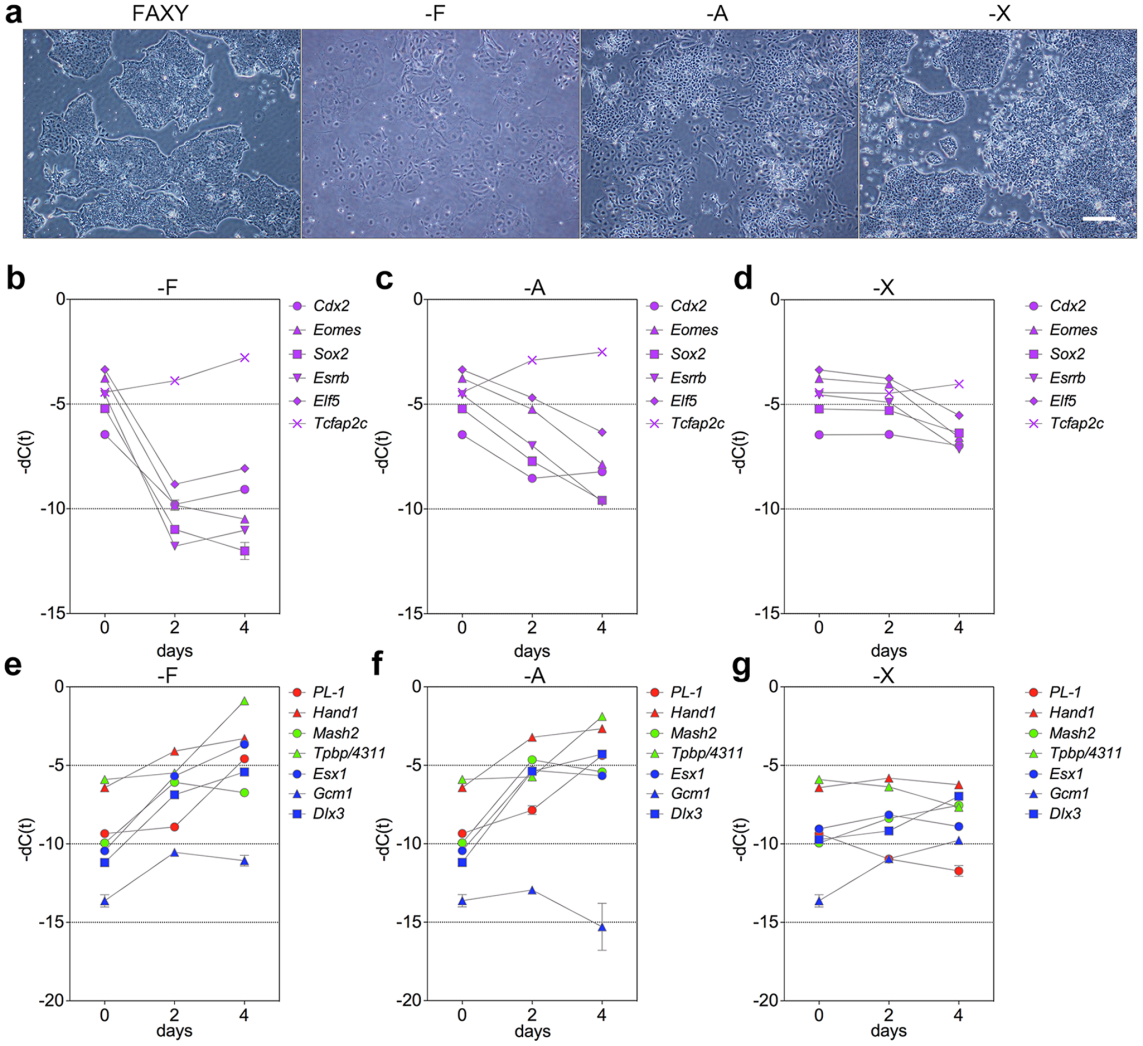
Differentiation capacity of TS cells *in vitro*. (a) Morphological changes of TS cells upon removal of FGF2 (-F, second from the left), activin A (-A, second from the right), or XAV939 (-X, right). FAXY represents undifferentiated TS cells as a control (left). Scale bar, 100 µm. (b) Changes in expression levels of TS cell marker genes upon removal of FGF2 (-F). (c) Changes in expression levels of TS cell marker genes upon removal of activin A (-A). (d) Changes in expression levels of TS cell marker genes upon removal of XAV939 (-X). (e) Changes in expression levels of differentiated trophoblast lineage marker genes upon removal of FGF2 (-F). (f) Changes in expression levels of differentiated trophoblast lineage marker genes upon removal of activin A (-A). (g) Changes in expression levels of differentiated trophoblast lineage marker genes upon removal of XAV939 (-X).

Next, we characterized TS cells and their differentiated progeny by qPCR. In particular, we analyzed expression of markers for trophoblast stem cells (*Cdx2*, *Eomes*, *Sox2*, *Esrrb*, *Elf5*, *Tcfap2c*), trophoblast giant cells (*PL-1*, *Hand1*), spongiotrophoblast cells (*Mash2*, *Tpbp/-4311*), and labyrinthine trophoblasts (*Esx1*, *Gcm1*, *Dlx3*). The removal of FGF2 or activin A resulted in rapid downregulation of expression of TS-cell marker genes, with the exception of *Tcfap2c* (Fig. 3b, 3c), and a rapid upregulation of all trophoblast cell lineage markers with the exception of *Gcm1*, a labyrinthine trophoblast marker (Fig. 3e, 3f). The absence of XAV939 barely influenced the expression levels of *Cdx2* and *Tcfap2c*, but after 4 days, removal of this compound resulted in suppressed expression of *Eomes*, *Sox2*, *Esrrb*, and *Elf5* (Fig. 3d); upregulation of *Mash2*, *Dlx3*, and *Gcm1*; and downregulation of *PL-1* and *Tpbp/4311* (Fig. 3g).

### Requirement for Y27632

To verify the requirement for Y27632, we removed only Y27632 from cultures and investigated the effects. At 24 hours after the removal of Y27632, in contrast to the removal of FGF2, activin A, or XAV939, ∼60% of cells were poly-caspase–positive apoptotic cells, and very few cells survived (Fig. 4a, 4b). In addition, we screened for extracellular matrix that would allow TS cells could survive even after Y27632 removal. We found that the TS cells could be maintained on Matrigel-coated dishes for at least 20 passages in the absence of Y27632. These TS cells exhibited compact and dome-shaped colony morphology (Fig. 4c).

**Figure 4:**
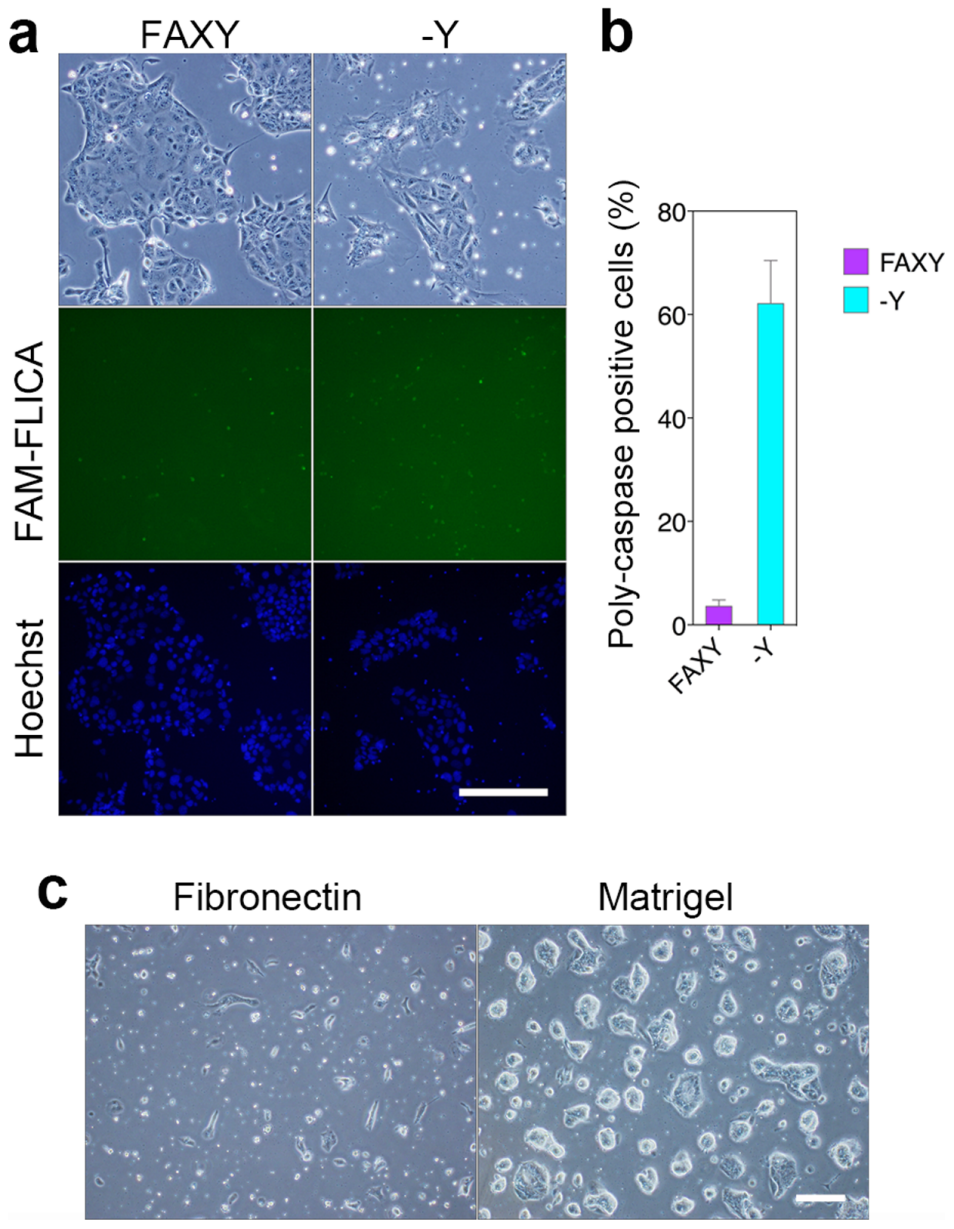
Requirement for Y27632. (a) Fluorescence-based detection of poly-caspase–positive cells by FAM-FLICA. Undifferentiated control (FAXY, left) and Y27632 removed (-Y, right). Scale bar, 100 µm. (b) Quantitation of poly-caspase–positive cells, expressed as a percentage (%) (c) Morphology of TS cell colonies on fibronectin (left) and Matrigel (right). Scale bar, 100 µm.

### Ability to contribute to placenta in chimeric mice

To analyze the ability of TS cells to contribute to placenta, we injected these cells into C57BL/6 blastocyst embryos (n = 100). To permit visualization of donor TS cells, the injected cells were first labeled with *CAG-EGFP* by lentivirus infection [20]. Donor TS cells contributed to the fetal portion of the placenta only at E14.5 (6/69, 8.7%)(Fig. 5a). TS cells differentiated into cells of all trophoblast subtypes: trophoblast giant cells, spongiotrophoblast cells, and labyrinthine trophoblasts (Fig. 5b). There were no TE-derived cells in the maternal decidua or extraembryonic mesodermal chorionic membrane (Fig. 5b).

**Figure 5:**
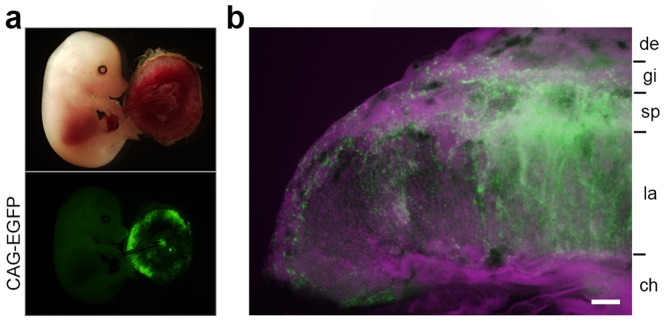
Differentiation capacity of TS cells *in vivo*. (a) Placenta-specific contribution of TS cells in an E14.5 embryo. (b) Merged image of DAPI staining (gray) and EGFP fluorescence (green) of a placental section at E14.5. de, decidua; gi, giant cells; sp, spongiotrophoblast cells; la, labyrinth; ch, chorion. Scale bar, 200 µm.

## Discussion

Mouse ES cells can contribute to all types of embryonic cells in chimeras (including the germline) by transplantation into early embryos, and can generate almost entirely ES cell–derived individuals by tetraploid chimera formation [21]. However, the generation of individuals from ES cells without the use of oocytes or early embryos has not yet been reported. A reasonable explanation for this phenomenon is that ES cells cannot generate the trophoblast lineage. To date, however, aggregation of ES and TS cells has also failed to solve this problem. In order to move toward reconstruction of the early embryo from ES and TS cells, it is necessary to develop a defined platform for precise description and dissection of the molecular state of TS cells and ES–TS cell interactions.

In this study, we established new TS cell lines in the CDM/FAXY culture condition. In previous work, conventional TS cells have been derived and maintained on a feeder layer of primary mouse embryonic fibroblast (MEF) cells in the presence of FGF4, heparin, serum, and conditioned medium. This method allows the passage of colonies with a tight epithelial morphology. Removal of any one of the critical components of this system (FGF4, heparin, or the MEF feeder layer) quickly and significantly reduces the rate of cell division; after the cells cease proliferating, they differentiate into a state resembling giant cells [10]. Indeed, even when all components of the system are present, a small fraction of TS cells cultured in this manner differentiate into giant cells at the borders of colonies following passage [10]. Furthermore, the requirements for TS cell proliferation and maintenance are not precisely defined: because conditioned media from fibroblasts is necessary for long-term culture of TS cells in this system, it is likely that FGF4 is not the only factor required for trophoblast growth [10]. Recently, Kubaczka et al. reported derivation and maintenance of TS cells with chemically defined medium containing FGF4, heparin, and TGFβ1 on Matrigel [11]. However, this was not strictly a chemically defined culture condition, because Matrigel contains various undefined factors. On the other hand, new TS cells could be established and maintained on fibronectin-coated dishes in the absence of FGF4 in media containing FGF2, activin A, XAV939, and Y27632. This condition allowed the passage of colonies with typical TS cell–like epithelial morphology and stemness. Unexpectedly, CDM containing 50 ng/ml FGF4, 20 ng/ml activin A, 10 nM XAV939, and 5 nM Y27632 could not give rise to any TS cell lines (Table 1).

Over the past decades, molecular and genetic experiments in mice have shown that the main signaling pathway involved in the interaction between the trophoblast and ICM is the FGF pathway. The FGF family consists of at least 23 members in vertebrates, but only *Fgf4* was highly expressed in ES cells, and no Fgfs were highly expressed in the TS cells (Fig. 2b). Before implantation, *Fgf4* is widely expressed throughout the embryo. In the blastocyst, however, expression of *Fgf4* is limited to the ICM, consistent with a model in which FGF4 secreted by embryonic cells stimulates proliferation of the trophoblasts that will ultimately form the main structural components of the placenta [22]. In *Fgf4* mutant mice, embryos die at implantation, and both the ICM and trophoblast lineages exhibit developmental deficiencies [23]. Embryonic lethality in *Fgf4* mutants might result primarily from the inability of trophoblasts to develop into a functional placenta, as *Fgf4^−/−^* ES cells themselves are viable [24]. We compared expression levels of FGF receptors in TS and ES cells. TS cells expressed *Fgfr1* and *Fgfr2* at high levels, but barely expressed *Fgfr3* (Fig. 2c), whereas ES cells expressed only *Fgfr1* at high levels (Fig. 2c). *Fgfr2* expression levels in the diploid trophoblast are high in the blastocyst stage and immediately after implantation [19], consistent with the idea that FGFR2 is the critical receptor molecule in TS cells. As with *Fgf4* mutations, deficiencies in *Fgfr2* cause failures in placental development and embryonic lethality [25], [26]. These results suggest that although FGF4 and Fgfr2 are an ICM-derived ligand and receptor that support trophoblast proliferation *in vivo*, FGF4 cannot function as active ligand *in vitro* in the absence of a MEF feeder layer, FBS, and conditioned medium. FGF2, however, could act as an active FGF ligand, allowing derivation and maintenance of the TS cells in the absence of the undefined factors.

When we derived the TS cell lines in CDM/FAXY, epiblast stem cell (EpiSC) [15], [16]-like non-TS cells often appeared in early passages of explants (Table. 1). The CDM-FAXY condition resembles a modified EpiSC culture condition [27], which can support the undifferentiated state of the EpiSCs closely other than their basal media. Therefore, if epiblast-like cells emerge from ICM-derived outgrowths and epiblast cells adjacent to the ExE contaminate the primary cultures used for TS cell derivation, CDM-FAXY may be able to give rise to EpiSCs.

The new and conventional TS cells exhibited similar expression levels of trophoblast stem cell marker genes (*Cdx2*, *Eomes*, *Sox2*, *Esrrb*, *Klf5*, *Elf5*, and *Tcfap2c*) (Fig. 2e). Relative to conventional cells, new TS cells expressed lower levels of giant cell marker genes, *Hand1* and *PL-1*, and a labyrinthine trophoblast marker gene, *Esx1* (Fig. 2e). The removal of FGF4 from conventional TS culture conditions (i.e., containing undefined serum factors and feeder cells) results in subsequent differentiation into cells with a giant cell–like phenotype [10]. By contrast, removal of FGF2 or activin A from CDM/FAXY resulted in a rapid decline in proliferation, with subsequent differentiation into cells of all trophoblast cell lineages: trophoblast giant cells, spongiotrophoblast cells, and labyrinthine trophoblasts (Fig. 3a, b, c, e, f). This unbiased differentiation potential suggests that the new TS cells retain their undifferentiated state *in vitro*. The removal of XAV939 resulted in gradual differentiation, down-regulation of some TS cell marker genes, and alterations in the expression levels of differentiated trophoblast lineage marker genes (Fig. 3a, 3d, 3g). These results suggested that XAV939 is necessary to stably maintain the undifferentiated state of TS cells, and that this compound acts via a pathway distinct from those FGF2 and activin A. The requirement of Y27632 for TS cell survival could be circumvented by culturing the cells on Matrigel-coated dishes, although the resultant cells had colony morphologies distinct from those of typical TS cells (Fig. 4c). This result suggests two possibilities: either Matrigel provides extracellular matrix that allows TS cells to survive independent of Y27632, or Matrigel contains undefined factors that satisfy the Y27632 dependency.

Interference with several signaling pathways promotes the pluripotency of ES cells: suppression of Fgf signaling by inhibition of Fgfr, mitogen-activated protein kinase kinase (Mek), and/or mitogen-activated protein kinase (Mapk); inhibition of Tgf-β/activin signaling by the inhibition of their type I receptors, activin receptor-like kinase 4 (Alk4), Alk5, and Alk7; and activation of Wnt signaling by the inhibition of glycogen synthase kinase 3 (Gsk3) [8], [9], [28]. By contrast, our results show that activation of Fgf signaling by FGF2, activation of activin signaling by activin A, and suppression of Wnt signaling by XAV939 allow derivation and maintenance of TS cells in chemically defined condition. Thus, ES cells and TS cells, which respectively reflect the early embryonic properties of ICM and TE, are derived and maintained under dissimilar signaling conditions.

The TS cells we derived using CDM/FAXY could contribute to all trophoblast subtypes: trophoblast giant cells (gi), spongiotrophoblast cells (sp), and labyrinthine trophoblasts (la) (Fig. 5a, 5b). This unbiased differentiation potential, together with the trophoblast lineage–specific contribution *in vivo* in chimeras, suggests that TS cells retain their undifferentiated state.

Our results show that the TS cells satisfied all the criteria for undifferentiated trophoblast stem cells: self-renewal capacity, marker gene expression, differentiation competence into various trophoblast lineage cells *in vitro*, and the ability to contribute to the placenta in chimeras. Defining the signaling pathways that maintain TS cells may provide key insights into early trophoblast development, elucidate the molecular interactions between TE and ICM, and facilitate the development of technologies using TS and ES cells.

## Materials and Methods

### TS cell derivation

The following condition, termed CDM/FAXY, was used to derive and maintain undifferentiated TS cells from pre-implantation E3.5 blastocysts and post-implantation E6.5 extraembryonic ectoderms. CDM/FAXY was generated by combining 250 ml of Neurobasal (Invitrogen), 250 ml of DMEM/F12 (Ham's) (1∶1) (Invitrogen), 2.5 ml N2 supplement (Invitrogen), B27 supplement (Invitrogen), 5 ml penicillin–streptomycin–L-glutamine solution (Invitrogen), bovine serum albumin (Sigma, 0.05% final concentration), 1-thioglycerol (Sigma, 1.5×10^−4^ M final concentration), recombinant mouse basic FGF (R&D, 12.5–50 ng/ml final concentration), recombinant human activin A (R&D, 20 ng/ml final concentration), XAV939 (Calbiochem, 10 nM final concentration), and Y27632 (Stemgent, 5 nM/ml final concentration). E3.5 blastocysts and E6.5 extraembryonic ectoderms were placed on 96-well plates coated with 15 µg/ml human plasma fibronectin (Millipore) for at least 1 hour at 37°C in CDM/FAXY. Initial outgrowths of proliferating TS cells were evident by day 5; these outgrowths were dissociated into single cells using TripLE Select (Invitrogen) 5–8 days following plating. The newly established cell lines were further propagated on fibronectin-coated dishes by TripLE Select and then either frozen using a Cellbanker 2 (Mitsubishi Chemical Medience) or used for further analysis. Medium was replaced every 2 days. KnockOut serum replacement (Invitrogen, 1% final concentration) can be used in CDM/FAXY and result in positive cell adherent effect (data not shown). Dishes coated with 0.2% Matrigel (BD Biosciences) were used for TS cell culture when Y27632 was not added. Conventional TS cells (129B6F1) were derived and maintained with FGF4, heparin, and serum containing MEF-conditioned medium, as previously described [10].

### Quantitative PCR (qPCR) analysis

Total RNA was purified from cells using RNeasy Mini kits (Qiagen). For reverse transcription, ReverTra Ace (Toyobo) and oligo (dT)_20_ primer were used. For qPCR PCR analyses, Power SYBR Green PCR Master Mix (Applied Biosystems) and a CFX384 Real-Time System (Bio-Rad) were used. Transcript levels were determined in triplicate reactions and normalized against the corresponding levels of *Gapdh*. Primer sequences are shown in Table S2.

### Microarray analysis

Total RNA was purified by using RNeasy Mini kit (QIAGEN). Microarray targets from 200 ng total RNA were synthesized and labeled using the Low RNA Input Linear Amp Kit (Agilent) and hybridized to Mouse 4×44K Ver.2.0 arrays. Arrays were scanned on an Agilent Technologies Microarray scanner, and signal intensities were calculated using the Agilent Feature Extraction 10.7.3.1 software. GEO accession number is GSE59107.

### Immunofluorescence staining

Cells were grown for 2 days on a fibronectin-coated plastic-bottom dish (35 mm µ-Dish; *ibid*.), fixed with 4% paraformaldehyde/phosphate buffer for 1 hour at room temperature, and then washed three times with 0.1% Triton X100/PBS. Cells were blocked with blocking solution (0.5% normal goat serum [Vector] in PBS +0.1% Triton X-100 [PBST]) and incubated overnight at 4°C with primary antibody diluted in blocking solution. Cells were then washed three times with PBST, incubated with Alexa Fluor 568–conjugated goat anti–rabbit IgG antibody (1∶500; A11036, Invitrogen) for 1 hour at room temperature, washed in PBST, counterstained with DAPI (1 µg/ml; Invitrogen), and imaged. The rabbit anti-Cdx2 antibody (ab76541, Abcam) was used at 1∶500 dilution.

### Apoptosis analysis

Apoptotic cells were detected using the FAM-FLICA Poly Caspase Assay Kit (ImmunoChemistry Technologies), and cells were counterstained with Hoechst 33342 (200 µg/ml, ImmunoChemistry Technologies).

### Imaging

Images were acquired with an IX71 inverted microscope (Olympus) equipped with a DP72 camera (Olympus) or with an SZX12 dissection microscope (Olympus) equipped with a DP71 camera (Olympus).

### Lentivirus production and infection

293FT cells were plated at 4×10^6^ cells per 100 mm dish and incubated overnight. Cells were then transfected with the pLV-CAG1.1-EGFP, pMDL g/p, pREV, and pVSVG vectors [20] using Lipofectamine 2000 (Invitrogen). At 48 and 72 hours after transfection, medium from the transfectants was collected and filtered through a 0.45- µm pore cellulose acetate filter (Millipore); the filtrate was used as the viral supernatant. One day before transduction, TS cells were seeded at 1×10^5^ cells per well in 6-well plates (Greiner Bio One). On the day of transduction, the medium was replaced with viral supernatant supplemented with 4 mg/ml Polybrene (Nacalai Tesque), and then incubated for 24 hours.

### Blastocyst injection

To generate chimeric mice, three to five TSCs were injected into C57BL/6 blastocysts, which were then transferred into the uterine horns of CD-1 pseudopregnant mice.

### Animal ethics statement

All animal experiments conformed to our guidelines for the care and use of laboratory animals and were approved by the institutional committee for laboratory animal experimentation (RIKEN Kobe Institute). CO_2_ inhalation was used for euthanasia. To ensure death following CO_2_ asphyxiation, cervical dislocation was performed.

## Supporting Information

Figure S1 **Morphological changes of TS cells upon removal of XAV939 (-X, right) at higher magnification.** FAXY represents undifferentiated TS cells as a control (left). Scale bar, 100 µm.
(JPG)

Table S1 **Global comparison of gene expression between conventional TS cells and new TS cells.**
(XLSX)

Table S2 **Sequences of oligonucleotide primers.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

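Gene expression was measured in 2 samples of conventional TS cells and 2 samples of new TS cells, 1 array each, as the paper and the labels name them. The authors amplified and labeled 200 ng of total RNA per sample with 1 dye, hybridized it to Agilent mouse arrays designed on mm9 and extracted the spots with Agilent Feature Extraction 10.7.3.1. The deposited intensity values are the mean pixel intensity of each spot, the median of its local background, and the processed intensity after the background correction of that software, none of them scaled between arrays. The deposited value table holds the signal that the authors scaled: each column is the processed signal of its array divided by a constant close to the 75th percentile over all spots of that array. That table is on a linear scale and not centered per gene, with column medians of 0.0484 and 0.0475 for conventional TS cells and 0.0469 and 0.0498 for new TS cells. The tool that made it is not given in the sources used here. Its columns were matched to the arrays by the spot number.

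From the scanner files, the processed signal was taken to log2 and the 75th percentile of the spots that are not controls was subtracted per array (that percentile was 1371 and 1494 for conventional TS cells and 1639 and 1563 for new TS cells). Control spots were left out, as were the 155 to 181 spots per array with an outlier mark, and spots of one probe were averaged, giving 39429 probes. Probes were kept for testing when well above background on both arrays of at least 1 group, which left 22483. The spots well above background were 56.8% and 54.5% of the spots that are not controls on the conventional TS arrays and 57.6% and 60.8% on the new TS arrays. The standard deviation of the difference between the 2 arrays of a group was 0.269 for conventional TS cells and 0.228 for new TS cells on the log2 scale. The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. The moderated variance had 1.51 prior degrees of freedom. Probes were named through the accessions of a RefSeq gene table (27234 probes), by a symbol (3576) or by an older symbol (565) of that table, and 8054 kept the name in the files. No genome of the build was used here, so coordinates are those of the probes in the files.

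The steps were tested on simulated data for this comparison, on 22483 probes. Of 67 probes changed by 1 on the log2 scale, 39 were recovered, of 66 changed by 2, 55, and of 67 changed by 0.5, 1, with 7 unchanged probes among 102 calls. In a simulation with 12725 changed probes, 10336 were called, of which 198 (1.92%) had no change. Camera called the shifted list and 0 of 30 unchanged lists. Whether the preset correlation of camera holds for genes that change together was not tested by these simulations.

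Before the data were examined, the mapping of samples, the tests, the alternatives, the gene lists and the rule for named genes were written down. The rule takes every gene the paper names, the 12 largest rises and 12 largest falls among genes well above background on all 4 arrays that passed the test in the same direction on every pair of arrays, up to 4 members of each gene list with the largest changes, and in each direction the 5 genes with the largest bound among those not well above background on either array of 1 group. It took 167 genes. A gene with several probes is represented by the brightest. Values in the part of Table S1 that could be read, the first rows of a longer table, had been seen when the lists were written (Ifitm3 among them), and no test used that table.

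The 31 lists were trophoblast stem cell markers of the paper, other trophoblast progenitor genes, giant cell, spongiotrophoblast and glycogen cell, and labyrinth and syncytiotrophoblast genes, pluripotency and epiblast stem cell genes, the ectoderm, mesoderm and endoderm markers of the paper, primitive endoderm and fibroblast genes, FGF ligands, FGF receptors, targets of FGF-ERK, Wnt, activin, BMP, and SRF and YAP signaling, cholesterol and fatty acid synthesis, cell cycle, cyclin-dependent kinase inhibitors and p53 targets, oxidative stress and metallothioneins, amino acid response and ER stress, interferon-stimulated genes, hypoxia and glycolysis, retinoic acid targets, imprinted genes, DNA methylation enzymes and germline genes, epithelial junctions and keratins, mesenchymal transition, and Y-linked genes. They were tested with camera at a correlation of 0.01, adjusted over the lists.

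Alternatives were quantile normalization, no scaling, normexp background correction (offset 50), no filter on dim probes, a stricter filter, outlier spots kept, the value table of the authors, genes in place of probes, the mean of linear signals, signals under 20 set to 20, eBayes with trend and robust, treat at 2-fold, the replicate number as a block, each array left out in turn, and for lists an estimated correlation and fry. When an array is left out, the lone array of its group is assumed to vary like the arrays of the other. Figures were drawn with matplotlib 3.10.9, numpy 2.4.6, pandas 2.3.3 and Python 3.11.15.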

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

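Of the tests weighed here, those of exchanged arrays, of the Dlk1-Dio3 domain, of giant cells, of spongiotrophoblast cells and of 1 abundant transcript were chosen only after the result was seen. The paper does not discuss the genes and lists that follow, apart from the giant cell and spongiotrophoblast markers used in the tests (Hand1, Prl3d1 and Tpbpa).

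Of 4 Y-linked genes, Ddx3y and Eif2s3y were well above background on both arrays in new TS cells alone, with Eif2s3y at least 85.1-fold higher, while Xist was at least 42.1-fold higher in conventional TS cells. The arrays argue against an exchange of an array of one group with an array of the other, since 0 of the 4 pairs of arrays of different groups (correlations up to 0.978) were as close as the 2 pairs of one group (0.998 and 0.999). A line with 2 X chromosomes in the conventional TS arrays is consistent with the bound for Xist (42.1), a test that could have come out the other way, although the labels call all 4 arrays male. A wrong label of the line stays open, whereas an exchange of both groups would still leave a group labeled male with Xist and without Y-linked signal, and as each group holds 1 kind of line, no array separates the line from the culture medium in any other difference reported here.

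Imprinted genes changed in opposite directions. H19, Meg3 and Mirg rose by 5.21, 4.51 and 3.94 on the log2 scale and Snrpn was at least 59.6-fold higher, whereas Rtl1 was at least 3.52-fold lower, Dlk1 had a log2 fold change of -0.74 and Igf2 0.09 (adjusted p = 0.287). The arrays argue against signal of a single probe at a wrong place for Meg3, Mirg and Snrpn, where 4 of 4 other tested probes changed at least 2-fold in the same direction, while H19 has no other tested probe and Rian has none. A shift of the whole Dlk1-Dio3 domain towards expression from the maternal copy could not be decided, since 4 of its 5 measured genes (Rian was not measured) moved that way and 1 (Dio3, at least 3.42-fold higher, adjusted p = 0.0277) went the other way. Culture condition and line stay open as biological explanations and were not tested.

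Some prolactin and cathepsin genes of chromosome 13 were among the largest rises in new TS cells, with Prl7d1 at least 74.4-fold higher, a group noticed in the values and not tested as a list. Of 23 prolactin family genes with a probe, 14 were measured, of which 10 rose, 3 fell (Prl3d1 and Prl3d2 among them) and 1 did not pass, and of 10 cathepsin genes of chromosome 13 with a probe, 4 were measured, of which 3 rose (Ctsr, Ctsj and Ctsq) and 1 fell (Ctsl). The arrays argue against 1 abundant transcript that lights the probes of the whole family, since 9 of the 23 genes were not well above background on either new TS array. Giant cells in the new TS cultures could not be decided, since Hand1 and Prl3d1 were lower (2 of 2, though the Prl3d1 call ended without new TS 1 or new TS 2, with adjusted p = 0.0581 and 0.0567) while 4 of 9 measured giant cell genes rose, nor could spongiotrophoblast cells, since 0 of 3 of Tpbpa, Prl8a8 and Prl7a2 were well above background on both new TS arrays while 6 of 10 measured genes of that list rose. Cross-hybridization among the closest paralogs was not tested, and a response of these genes to the culture condition remains a hypothesis.

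Other genes were measured in 1 group and not well above background on either array of the other. Gdpd3 was at least 135-fold, Ldoc1 at least 66.0-fold and Tpbpb, a spongiotrophoblast gene, at least 65.7-fold higher in new TS cells. Padi4 was at least 65.1-fold, Plut at least 37.3-fold, Rnf17 at least 14.1-fold and Mmp25 at least 10.7-fold lower in new TS cells. The lists past the threshold in camera had adjusted p = 1.49e-08 (cholesterol synthesis), 3.63e-05 (fatty acid synthesis), 4.16e-06 (oxidative stress and metallothionein genes), 0.0126 (cyclin-dependent kinase inhibitors and p53 targets), 0.00041 (mesenchymal transition), 0.00124 (SRF and YAP targets), 0.047 (FGF-ERK targets), 0.047 (hypoxia and glycolysis) and 0.0321 (Y-linked genes). With an estimated correlation each of them had adjusted p = 0.429, or 0.441 for FGF-ERK targets, and 0 of 31 lists passed (2 at an unadjusted p under 0.05, and 28 in fry). The estimate rests on 2 arrays per group, and the power of that setting was not tested.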

How the results depend on the processing

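No alternative reported here was chosen after the results were seen. Of 157 named genes past the threshold, 143 stayed past it under quantile normalization, no scaling, normexp, eBayes with trend and robust, and the replicate block, and 128 also when each array was left out, and among these settings no named gene that was called changed direction. The 2-fold count was 1541 with normexp, 5133 with no filter on dim probes, 1917 with probes well above background on all 4 arrays, and 1909 as genes. The higher probes among them were 737, 2095, 875 and 1001, and the lower probes 804, 3038, 1042 and 908. With the adjusted p as well, 1527 remained with normexp, 1306 with treat at 2-fold and 1826 as genes. An adjusted p under 0.05 was reached by 7810 probes with no filter, where 39428 were tested, and by 7491 to 9666 when 1 array was left out, where the lone array of a group is assumed to vary like the other group. The causes were not tested. By the brightest probe, the count of stem cell markers within 2-fold was 4 under each alternative run for it. These were normalization, background correction, filters, outlier spots, value table of the authors, variance model, replicate block and each array left out.

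Lists past the threshold in camera numbered 9, and 6 to 13 under the alternatives of normalization, filter and samples, with 13 without scaling. Lists that passed only under an alternative were trophoblast progenitor (without scaling, and without new TS 1), labyrinth, fibroblast and interferon genes (without scaling), pluripotency and amino acid response genes (no filter), and retinoic acid targets (no filter, and the replicate block). With an estimated correlation, 0 of 31 lists passed in camera (2 at an unadjusted p under 0.05), and 28 passed in fry, which tests a list without setting it against the other genes. Fry gave the opposite direction for the stem cell markers of the paper (adjusted p = 0.00564), giant cell genes (0.026), ectoderm, mesoderm and endoderm markers (0.0337), primitive endoderm genes (0.0326) and Wnt targets (0.00604), lists whose members went both ways. The cause was not tested.

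Replicate numbers pair only by number. With the replicate block, 9654 probes passed against 12725, and the deviations of arrays with the same number had a correlation of -0.06. Slide as a block was not run, since all arrays lie on 1 slide. Signal over background limits the folds of dim genes, which are bounds.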

Differences from the paper's values

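The paper's counts of genes changed at least 2-fold, higher and lower in new TS cells are 3066, 1935 and 1131, and the counts of probes here are 2898, 1544 and 1354, within 1.5 times of the paper's. The paper states the 2-fold threshold and no filter or test. Of the alternatives set before the data were examined, the total was more than 1.5 times apart from the paper's with normexp (1541), no filter on dim probes (5133), the stricter filter (1917) and genes in place of probes (1909), the higher count with normexp (737), the stricter filter (875) and genes in place of probes (1001), and the lower count with no filter (3038) and without conventional replicate 2 (1884). The other alternatives lay within it. Among all alternatives, the higher count nearest to the paper's came without scaling between arrays. The total, higher and lower counts were then 2997, 1969 and 1028 (65.7% higher). With the value table of the authors, which is scaled, they were 2896, 1541 and 1355 (53.2% higher). Whether the paper's counts were made without scaling was not tested.

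The paper describes the 7 trophoblast stem cell markers as similar in the 2 kinds of TS cells. Of the 7, 4 lay within 2-fold by the 95% confidence interval of their brightest probe: Eomes (log2 fold change 0.19), Esrrb (0.13), Elf5 (0.03) and Tfap2c (-0.18). The interval of a dimmer Esrrb probe (0.63 to 1.17) included 2-fold. The interval of Cdx2 (-1.34 to -1.01) lay beyond 2-fold, and those of Klf5 (-1.17 to -0.95) and Sox2 (0.84 to 1.17) included 2-fold. Fig. 2e places Cdx2 and Klf5 below the diagonal and Sox2 above it, the same directions as here. The paper's Hand1, PL-1 and Esx1 are lower in new TS cells, as here. For Gcm1, Fig. 2e shows a point slightly higher in new TS cells, whereas the brightest probe here had a log2 fold change of -1.11, another probe annotated on chromosome 7 had -1.37 (adjusted p = 0.00151) and a dimmer probe annotated on chromosome 5 had 0.55 (adjusted p = 0.0287). The probe on chromosome 9 was not well above background on either conventional TS array, and which probe measures Gcm1 is not known here.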

Other observations

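Genes of activin and nodal signaling and of retinoic acid included large rises in new TS cells, while how many genes of the cell cycle were lower depended on the scaling. Nodal had a log2 fold change of 3.24, and Lefty1, an inhibitor of nodal signaling and one of its targets, was at least 2.98-fold higher, a call that ended without new TS 1 or 2 (adjusted p = 0.0817 and 0.0746). Of 12 activin targets, 5 rose, 3 fell and 4 did not pass (5 and 3 when adjusted over the list alone, median 0.05, adjusted p = 0.398 in camera from limma). Of them, 2 rose without new TS 1 and 3 without new TS 2, while 1 fell without conventional TS 1, conventional TS 2 or new TS 2 and without scaling. Of 9 retinoic acid target genes, 4 rose, 1 fell and 4 did not pass (5 and 1 when adjusted over the list alone, median 0.19, adjusted p = 0.0639 in camera), with Rarres2 at 3.46 and the retinol-binding protein gene Rbp1 at 2.17, and the 1 fall ended without conventional TS 1, conventional TS 2 or new TS 1. Of 24 cell cycle genes, 14 fell, 3 rose and 7 did not pass (14 and 3 when adjusted over the list alone, adjusted p = 0.0792 in camera). Their median was -0.15, and without scaling it was 0.01, with 3 lower and 4 higher. Fewer of them were lower when any 1 array was left out, and fewer probes passed in all. The test has less power with an array less, so this does not show dependence on a single array. Of 14 interferon-stimulated genes, 9 fell, 2 rose and 3 did not pass (9 and 2 when adjusted over the list alone, median -0.61, adjusted p = 0.0792 in camera), with Isg15 at -1.63 and Rsad2 at 1.51, and 4 rose without scaling and 1 without any array except new TS 2.

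Among epithelial junction and keratin genes, 8 fell, 6 rose and 3 did not pass of 17 (9 and 6 when adjusted over the list alone, median -0.32, adjusted p = 0.993 in camera from limma). The claudin gene Cldn7 had a log2 fold change of 2.62, Cdh1 (E-cadherin) 0.56 and the keratin gene Krt7 -1.18. Of 20 imprinted genes, 10 rose, 7 fell and 3 did not pass (11 and 7 when adjusted over the list alone, median 0.19, adjusted p = 0.26 in camera), and 4 rose without new TS 1 and 5 without new TS 2. Of 9 BMP targets, 4 rose and 4 fell (4 and 4 when adjusted over the list alone, adjusted p = 0.993 in camera), with Id1 at -1.90 and Hey1 at 1.13. Of 12 Wnt targets, 5 rose and 5 fell (6 and 6 when adjusted over the list alone, adjusted p = 0.995 in camera), and 1 rose and 2 fell without new TS 1, and 3 rose without conventional TS 2 or new TS 2, with Cdx1 at -2.74, and Axin2 was not well above background on both arrays of any group. Of 14 amino acid response and ER stress genes, 7 rose and 3 fell (7 and 3 when adjusted over the list alone, median 0.21, adjusted p = 0.0944 in camera), and of 11 DNA methylation and germline genes, 4 rose and 2 fell (4 and 2 when adjusted over the list alone, adjusted p = 0.896 in camera), with 1 higher without new TS 1 and 2 without conventional TS 2 or new TS 2.

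The paper compares pluripotency, germ layer, FGF ligand and FGF receptor genes between TS and ES cells by qPCR, and the arrays compare the 2 kinds of TS cells. Pou5f1 (Oct3/4) was not well above background on any array. Nanog differed by 0.20 on the log2 scale. That call ended when any array was left out (log2 fold change 0.17 to 0.22). It also ended in limma with normexp (adjusted p = 0.127), eBayes with trend and robust (0.0851) and the replicate block (0.082). Klf2 had a log2 fold change of -1.01 and Klf4 -0.42, and the Klf4 call ended without scaling (adjusted p = 0.0686), without new TS 1 (0.0548) and without new TS 2 (0.054). Of 12 measured pluripotency genes, 7 rose, 4 fell and 1 did not pass (7 and 4 when adjusted over the list alone, median 0.28, adjusted p = 0.197 in camera from limma), and 1 fell without new TS 2 or without scaling and 2 without any other array. Fgf4, which the paper reports as the FGF ligand of ES cells, was well above background on both new TS arrays alone and at least 2.89-fold higher. Of 8 measured FGF ligands, 1 rose and 1 fell (1 and 1 when adjusted over the list alone, adjusted p = 0.896 in camera). Of them, 2 rose without new TS 1, and 2 rose and 2 fell without new TS 2. Fgfr1 had a log2 fold change of 0.83, Fgfr2 0.10 (adjusted p = 0.132) and Fgfr3 -1.74, and of 5 FGF receptor genes 2 rose and 2 fell (2 and 2 when adjusted over the list alone, adjusted p = 0.771 in camera), with 1 lower without scaling or without any array except new TS 1.

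Markers of other cell types moved both ways. Of 9 epiblast stem cell genes, 3 rose and 1 fell (3 and 1 when adjusted over the list alone, median 0.08, adjusted p = 0.26 in camera from limma), and the 1 fall ended without scaling or without any array except new TS 2. Of 10 ectoderm, mesoderm and endoderm markers, 3 rose and 4 fell (4 and 4 when adjusted over the list alone, adjusted p = 0.896 in camera), and 2 fell when any array was left out, and 5 rose and 2 fell without scaling, with Ncam1 at 2.01, Nes at -2.07 and Gata6 at -3.08. Of 14 primitive endoderm genes, 5 rose and 6 fell (5 and 6 when adjusted over the list alone, adjusted p = 0.995 in camera), and 2 rose without new TS 1 and 3 without new TS 2. Of 14 fibroblast genes, 9 fell and 3 rose (9 and 3 when adjusted over the list alone, median -0.78, adjusted p = 0.124 in camera). Thy1 was at -2.40, while Col3a1 rose and was well above background on both new TS arrays alone. Dcn and Lum, abundant in fibroblasts and chosen after their values were seen, were not well above background on any array. Median and mean differ in sign for the germ layer (0.09 and -0.15), primitive endoderm (0.09 and -0.15) and FGF ligand lists (-0.08 and 0.21). They also do so for the FGF receptor (0.10 and -0.04) and DNA methylation lists (-0.06 and 0.02). Camera went up for the Wnt list against a median of -0.02 and for the DNA methylation list against a median of -0.06.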
